A study of Mus musculus with 4 samples. Its data were reported in "Targeting PRMT9-mediated arginine methylation suppresses cancer stem cell maintenance and elicits cGAS-mediated anticancer immunity" (2024).

How the data were processed

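Bone marrow and spleen cells of mice transplanted with MA9 leukaemia cells were profiled by droplet-based single-cell RNA-seq, in which each transcript is counted once through its unique molecular identifier (UMI). MA9 cells are mouse blood progenitors transformed by the MLL-AF9 fusion gene, a model of acute myeloid leukaemia. The leukaemia cells carried a doxycycline-inducible short hairpin RNA against Prmt9 (shPrmt9) or a control (Ctrl), and the animals received doxycycline for 7 days. The 4 libraries were BM-Ctrl, BM-shPrmt9, Spleen-Ctrl and Spleen-shPrmt9, with 1 library in each group. Groups were taken from the library titles.

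The deposited values are raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger, version 6.0.2 per the file headers. The genome build and annotation they counted against were not stated. Each matrix has 32285 genes, and 0 of them have the name of a fluorescent protein. The authors' cell type labels were not used here. Cells were clustered and named anew, and a difference from the study can come from these rebuilt names. Gene positions are from GENCODE's annotation of the mouse build GRCm38, which need not be the build the authors used.

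Cells with at least 200 genes and at most 20% mitochondrial UMIs were kept. The first filter left out 36 barcodes of BM-Ctrl, 95 of BM-shPrmt9, 59 of Spleen-Ctrl and 276 of Spleen-shPrmt9, and the second left out 65, 46, 110 and 307 in the same order. Doublets were scored in each library with Scrublet, as implemented in scanpy 1.11.5, at an expected rate of 0.8% per 1000 cells. Scrublet's own threshold called 125, 0, 1 and 183 cells, which was 0% of BM-shPrmt9 and 0.0112% of Spleen-Ctrl, so it had not worked there. The cells with the highest scores, up to the expected share, were left out instead, which were 744, 999, 640 and 520 cells. This rule was set after those calls had been seen.

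For clustering, counts of genes seen in at least 3 cells were scaled to 10000 per cell and log-transformed, and 3000 highly variable genes were chosen across the libraries. Genes of the lists of interferon-stimulated, interferon gamma response, Prmt, T cell activation, antigen presentation, checkpoint and sex-linked genes, the single genes named in advance and mitochondrial genes were removed, leaving 2934. They entered a principal component analysis with 50 components, a graph of 15 neighbours (scikit-learn 1.9.0) and Leiden clustering at resolution 1 (python-igraph 0.11.9), which gave 34 clusters. The p53, proliferation, stemness and stress lists were not removed, and 17 of 22, 19 of 27, 7 of 11 and 13 of 15 of their genes took part in the clustering. Of the stemness genes, 5 were also class markers. No batch correction was applied, so a cluster found mostly in 1 library can reflect that library instead of a cell type.

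Clusters were scored without the doublets for 13 classes of markers, each as the mean log2 ratio of its markers to all cells with a pseudocount of 1 CPM, where CPM is the count scaled to a sum of 1e+06 UMIs, and took the class with the highest score. The markers were fixed before the data were examined, but the rule that combines them was set afterwards. A name such as T-like stands only for likeness by these markers. A cluster stayed unnamed when fewer than 3 of its markers were detected in at least 10% of its cells, when its UMI count was low and its leading genes pointed to another class, or when over 50% of its cells were called doublets. Of the 34 clusters, 5 stayed unnamed. Cluster 2, of low UMI count (median 1145) and with 0 markers detected, held 5 cells of BM-Ctrl, 10 of BM-shPrmt9, 60 of Spleen-Ctrl (0.722%) and 391 of Spleen-shPrmt9 (5.18%). The low-UMI cluster 29 held 48 cells of BM-Ctrl, 252 of BM-shPrmt9, 47 of Spleen-Ctrl and 9 of Spleen-shPrmt9, which were 0.539%, 2.48%, 0.566% and 0.119%. After called doublets were left out, cluster 33 held 3, 1, 102 and 0 cells, or 0.0337%, 0.00983%, 1.23% and 0%. Of all its cells 78.1% had been called doublets, as had most cells of clusters 16 and 31, of which 10 and 16 remained. The thresholds that kept these out were set after the data had been seen.

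The markers included Hoxa9, Hoxa10, Hoxa7, Hoxa5, Meis1 and Pbx3 for MA9, Elane, Prtn3, Mpo, Ctsg and Ms4a3 for neutrophil progenitors, Cd3d, Cd3e, Cd3g, Trac, Trbc1, Trbc2, Lat and Lef1 for T cells, Cd79a, Cd79b, Ms4a1, Ebf1, Pax5, Vpreb3, Ighm and Ighd for B cells, and Siglech, Klk1, Cox6a2, Ccr9, Flt3, Itgax, Xcr1, Clec9a and Cd209a for dendritic cells (DC). By fold over the other classes, clusters 0 and 20 were led by Rhoj, Hpgd, Cth and Stc2, cluster 21 by Cstdc5, Stfa1, Stfa2 and Hoxa10, and cluster 30 by Hoxa9, Hoxa10, Elane and Hpgd. Some markers and results are not reported here. T-like clusters 1, 3, 27 and 28 were led by Cd8b1 and Dapl1, Krt16 and Ly6c1, Tnfrsf4 and Icos, and Ly6c1 and Ecm1. B-like clusters 11, 12, 13, 14 and 17 were led by Fcmr, Cd79a or Vpreb3, and DC-like cluster 23 by Siglech and Fscn1. Granulocyte-like clusters 5 to 8 were led by Retnlg, Mmp9, Cxcr2 or Hcar2 and clusters 18 and 19 by Ltf, monocyte/macrophage-like clusters 9 and 10 by Fn1 and Mmp14, and erythroid-like clusters 4, 15 and 24 by Hemgn, Tmcc2 and Hba-a1. Among leading genes, Hspa1b in cluster 4 is a stress gene, and Icos, Pdcd1 and Foxp3 in cluster 27 are immune genes. NK-like cluster 22 was led by Gzma, basophil/mast-like cluster 25 by Prss34, megakaryocyte-like cluster 26 by Pf4 and plasma-like cluster 32 by Igha.

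The MA9-like cells are clusters 0, 20, 21 and 30, and they are compared by number because their name depended on how it was scored. With folds taken against other classes and a pseudocount of 1 CPM, 0 of these 4 clusters had more neutrophil progenitor than MA9 markers among their 10 leading genes. Under the 3 other definitions tried, 1, 2 and 2 of them did.

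UMIs were summed per class and library and scaled to CPM of the class. With 1 library per group no test was possible, so no p-value and no count of changed genes is given. Sums carry exact Poisson intervals, shares exact Clopper-Pearson intervals and ratios exact conditional binomial intervals, all at 95%. They cover counting error only and leave out differences between mice. A count of 0 allows up to 3 counts. A list's value is the median log2 ratio of its genes with at least 10 UMIs, with 0.5 UMIs added to each sum. It is set beside 10000 random lists matched on mean expression, as a description of these libraries. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs, without shallower cells.

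The gene lists, the comparisons and most alternatives were chosen before the data were examined. The named genes were those of the lists and, for MA9-like and T-like cells of bone marrow, the 5 genes each way with the largest log2 ratio among genes with at least 100 UMIs. Their log2 ratio in spleen had to have the same sign and at least 0.5 times the size. Immunoglobulin, T cell receptor, mitochondrial, haemoglobin and sex-linked genes were left out. Genes so named that had taken part in the clustering are listed without being read as results.

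Free RNA in a class was set to the highest level, relative to the whole library, that transcripts of other cell types reached in it, which is an upper estimate chosen after the data were seen.

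The procedure was tested on simulated data with 200 changed genes. The simulated sums were Poisson draws, as the intervals assume, without spread between cells or mice. This checks the calculation only, and cannot tell whether the intervals suit genes whose UMIs lie in few cells. For MA9-like cells of bone marrow, over 15213 genes, the intervals held the true ratio in 95.4% of genes and lay on the right side of 1 for 93.5% of the changed ones. For MA9-like cells of spleen these were 96.5% and 78.5% over 10564 genes, for T-like cells of bone marrow 96.4% and 70.0% over 9141 genes, and for T-like cells of spleen 95.7% and 91.5% over 13371 genes.

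The alternatives kept the doublets, lowered the mitochondrial limit to 10%, changed the resolution to 0.5 or 2, took classes from each cell's own markers, scaled with TMM factors (edgeR 4.0.16, R 4.3.3), averaged over cells instead of summing, left out genes that the study had shown, or changed the minimum count or the thinning depth. Others were added later, as the closing section states. Analyses were run with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.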

Results

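The data comprised 4 single-cell libraries of mice carrying MA9 leukaemia, 1 per group. BM-Ctrl held 9746 cell barcodes with 171461718 UMIs, BM-shPrmt9 11315 with 188030429, Spleen-Ctrl 9115 with 84009744 and Spleen-shPrmt9 8648 with 109555157. After filtering, 8901, 10175, 8306 and 7545 cells were used, with median counts of 6305, 8422, 6739 and 10383 UMIs per cell. There were no replicates, so each difference is between single libraries, and intervals cover counting error only.

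The first question was whether the hairpin lowered its target. Prmt9 (ENSMUSG00000037134), which encodes an arginine methyltransferase, lies on chromosome 8 from 77549397 to 77581338 on the plus strand of GRCm38. Over all cells it was counted at 10.5 CPM (9.995–11.03) in BM-Ctrl, 6.92 CPM (6.53–7.32) in BM-shPrmt9, 13.1 CPM (12.2–13.9) in Spleen-Ctrl and 7.05 CPM (6.53–7.60) in Spleen-shPrmt9. In MA9-like cells of bone marrow it was 11.1 CPM (10.4–11.7, 1119 UMIs) in the control and 6.23 CPM (5.76–6.73, 645 UMIs) with the hairpin, a ratio of 0.564 (0.511–0.622). In MA9-like cells of spleen 27 UMIs (15.4 CPM) and 37 UMIs (5.47 CPM) gave a ratio of 0.354 (0.210–0.605). The 8 alternatives ranged from 0.558 to 0.585 in bone marrow and from 0.346 to 0.398 in spleen. None of them scored the cluster names with a pseudocount of 10 CPM.

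In MA9-like cells of bone marrow the lower level was not particular to Prmt9. Among related genes there, the ratio was 0.551 (0.523–0.580) for Prmt7, 0.430 (0.405–0.456) for Prmt3, 0.608 (0.561–0.658) for Prmt6, 0.748 (0.709–0.788) for Prmt5, 0.738 (0.676–0.806) for Carm1 and 0.794 (0.777–0.812) for Prmt1, while Prmt2 rose to 1.70 (1.35–2.14). The median log2 ratio of all genes there was 0.01. In T-like cells Prmt9 had a ratio of 0.599 (0.498–0.720) in spleen and 1.66 (0.760–3.67) in bone marrow, the latter from 14 and 16 UMIs. In B-like cells it was 0.707 (0.617–0.810) in spleen and 1.08 (0.591–1.87) in bone marrow, and in bone marrow it was 0.971 (0.761–1.23) in monocyte/macrophage-like and 0.957 (0.782–1.18) in granulocyte-like cells. A lower level outside MA9-like cells was thus seen in T-like and B-like cells of spleen, and not in these classes of bone marrow.

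**Figure D1:**
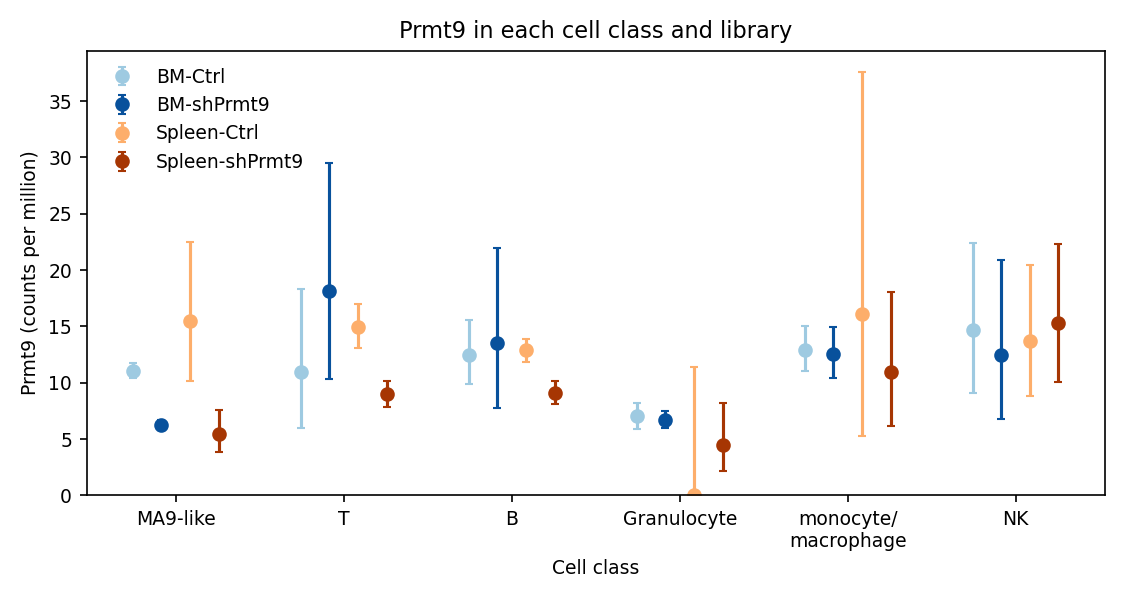
Prmt9 in CPM of each cell class, for the 4 libraries, with bars for exact Poisson 95% intervals. MA9-like cells were at 11.1 and 6.23 CPM in the bone marrow libraries.

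Whether Prmt9 is more abundant in leukaemic cells was asked within BM-Ctrl. MA9-like cells had 1.18 times (1.05–1.31) the level of all other cells together, which stood at 9.40 CPM. The largest move came from averaging over cells, which gave 1.46. TMM factors shifted this log2 ratio by 0.11. The excess lay against granulocyte-like cells (1.58, 1.33–1.89) and erythroid-like cells (6.96, 3.19–19.01). Against the remaining cells the ratio was 0.888 (0.784–1.01). MA9-like cells were also ranked by the number of stemness genes with a UMI after thinning. The 565 highest over the 565 lowest cells had a Prmt9 ratio of 0.941 (0.812–1.09), so no difference was detectable at this depth. The lowest cells had on average 0 stemness genes with a UMI, so cells tied at 0 were ordered at random.

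The share of leukaemic cells was compared next. In bone marrow, clusters 0, 20, 21 and 30 held 19.04% of BM-Ctrl (1695 cells) and 19.7% of BM-shPrmt9 (2006 cells), a ratio of 1.04 (0.970–1.11). In spleen they held 0.518% (43 cells) and 3.61% (272 cells), a ratio of 6.96 (5.03–9.84). Clusters 0 and 20 came almost wholly from BM-Ctrl, with 446 and 1219 cells there and 0 and 3 in BM-shPrmt9. Clusters 21 and 30 had 30 and 0 cells in BM-Ctrl and 1530 and 473 in BM-shPrmt9. The comparison therefore rests on giving both pairs 1 name. When names were scored with a pseudocount of 10 CPM, clusters 21 and 30 lost it, and the shares became 18.7% and 0.0295% in bone marrow (ratio 0.00158) and 0.349% (29 cells) and 0% (0 cells) in spleen, which reversed the direction there. Among cells other than B-like ones the ratio was 0.911 (0.853–0.972) in bone marrow and 2.80 (2.02–3.96) in spleen, so the bone marrow value also changed side with the denominator. No direction is read from these shares.

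Among other classes, T-like cells made up 2.09% of BM-Ctrl (186 cells) and 1.18% of BM-shPrmt9 (120 cells), a ratio of 0.564 (0.445–0.714), and 22.8% and 38.6% of the spleen libraries (1893 and 2909 cells), a ratio of 1.69 (1.60–1.79). The lowest alternative in spleen, with doublets kept, was 1.45. B-like cells fell from 12.9% to 0.993% in bone marrow and from 68.5% to 21.7% in spleen. Erythroid-like cells rose from 7.45% to 12.2% and from 2.09% to 22.8%. Shares within a library are tied to each other. Among cells other than B-like ones, the T-like share ratio was 0.496 (0.391–0.628) in bone marrow and 0.680 (0.642–0.721) in spleen, so the direction in spleen changed with the denominator.

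**Figure D2:**
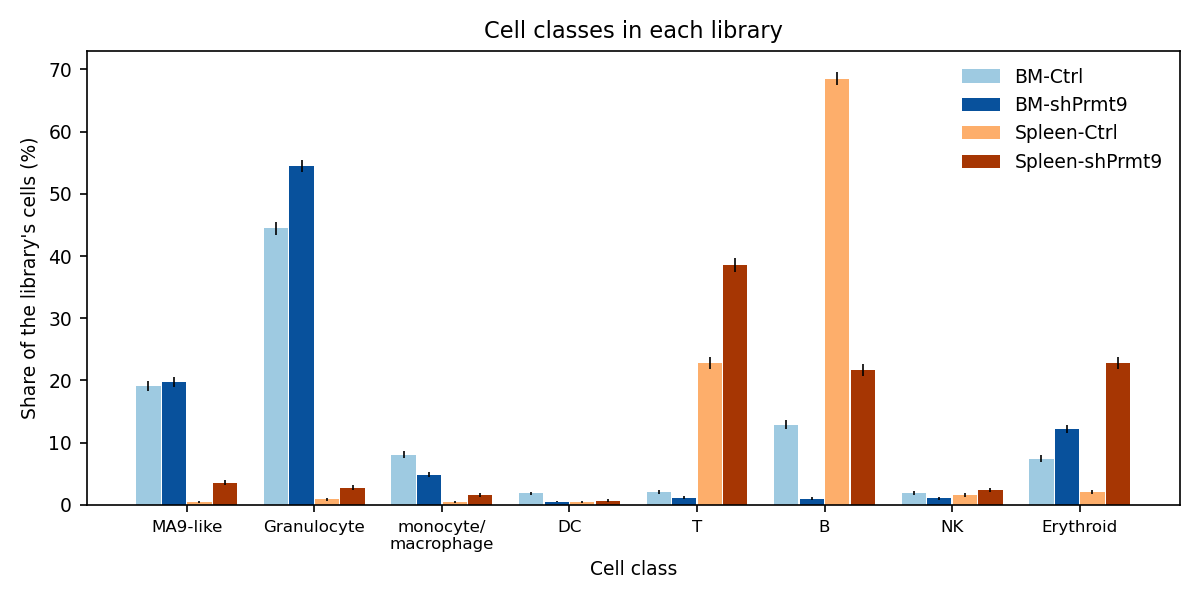
Percent of each library's cells in each class, with exact binomial 95% intervals. T-like cells were 2.09% and 1.18% of the bone marrow libraries and 22.8% and 38.6% of the spleen libraries.

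An interferon response was examined with 47 interferon-stimulated genes (ISG), such as Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818, minus strand). The median log2 ratio in MA9-like cells was 1.76 in bone marrow (45 genes used, 43 higher) and 1.87 in spleen (44 genes, 40 higher). In T-like cells it was 1.44 in bone marrow (41 genes, 40 higher) and 1.47 in spleen (45 genes, 43 higher). Each lay above all 10000 matched random lists. The median of all genes was 0.01, −0.16, 0.05 and −0.05 in the same order. TMM factors shifted the log2 ratios of MA9-like cells of spleen by 0.17. Without the genes that the study had shown for these libraries, the medians were 1.43, 1.46, 0.86 and 1.003, the lowest of their alternatives. The other classes ranged from 0.57 in granulocyte-like cells of spleen to 3.93 in erythroid-like cells of bone marrow, where the median of all genes was −0.42 and 0.52. Isg15 in MA9-like cells rose from 16.8 to 99.9 CPM in bone marrow (5.96, 5.66–6.27) and from 83.0 to 889 CPM in spleen (10.7, 9.09–12.7). Transcripts of other cells reached up to 15.2% of their library-wide level in MA9-like cells of BM-shPrmt9, and free RNA at that level would give 70.3% of the Isg15 counted there.

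**Figure D3:**
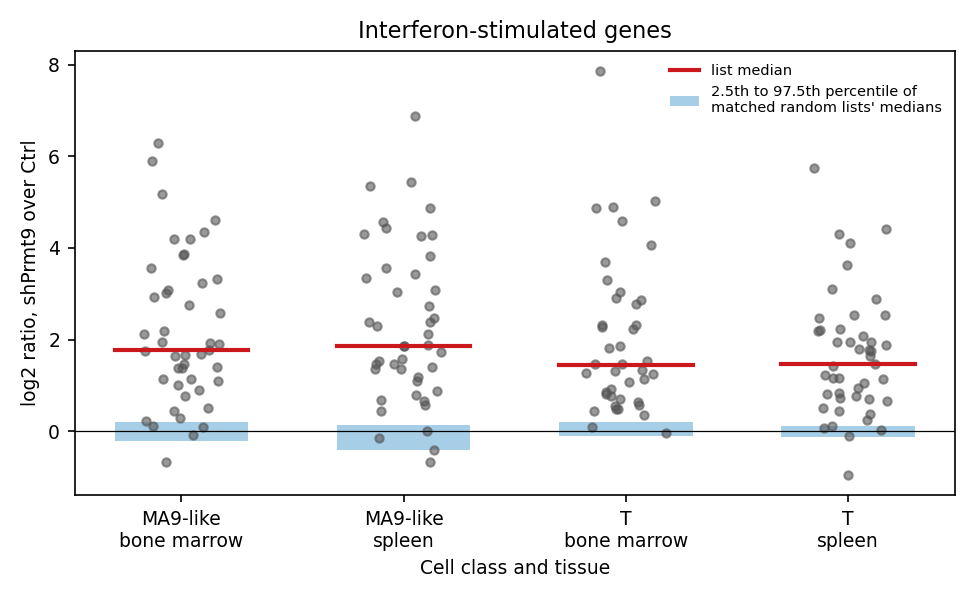
Log2 ratio of each interferon-stimulated gene, shPrmt9 over control, in MA9-like and T-like cells of both tissues, for genes with at least 10 UMIs and at least 1 in each library. The red line is the list's median (1.76, 1.87, 1.44 and 1.47), and the blue band holds the central 95% of the medians of random lists.

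The other lists did not move alike. The interferon gamma response list had a median of 0.58 in MA9-like cells of bone marrow (percentile 99.9 among random lists) and −0.38 in spleen (9.48), and 0.89 in T-like cells of bone marrow (100) and −0.01 in spleen (54.1). Proliferation genes had 0.68 and −0.83 in MA9-like cells and 1.24 and −0.71 in T-like cells, for bone marrow and spleen. The p53 list had 0.03 and 0.83 in MA9-like cells and 0.24 and −0.00 in T-like cells. Stemness genes had −0.36 and −0.56 in MA9-like cells, and 0.15 and −0.22 in T-like cells. Stress genes had −0.82 and −0.23 in MA9-like cells, and −0.04 and 0.30 in T-like cells. Many genes of the last 4 lists took part in the clustering.

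By the rule for named genes, the MA9-like genes that took no part in the clustering were Ifit3 (log2 ratio 6.21 in bone marrow and 6.28 in spleen) and Ifit1 (5.87 and 4.39), which were higher, and Lin28b (−5.95 and −4.13) and Pxt1 (−5.65 in bone marrow), which were lower. In the spleen libraries Pxt1 had 5 and 0 UMIs, so no ratio is given, and Ifit3 1 and 452 UMIs, a ratio of 117 (20.9–4624). Free RNA at the level above would give 13.2 CPM of Ifit3 and 15.6 CPM of Ifit1, more than the 6.22 and 13.6 CPM counted, so their rise in bone marrow is not read as one within MA9-like cells. For MA9-like cells of spleen this estimate was not usable. The level of both genes there is set beside Y-linked genes under the other observations. In T-like cells they were Cxcl10 (7.81 and 4.41), Ifit1 (5.003 and 3.11), Ccl5 (4.18 and 5.55) and Isg15 (3.69 and 2.89), which were higher, and Mgst2 (−1.72 and −1.52) and Gstp1 (−1.63 and −1.57), which were lower. The rule also named Ms4a3, Palld, Acod1, Cox6a2, Rhox5 and Bcl2a1b in MA9-like cells and Trim30c, Cd7, Ecm1 and Klk8 in T-like cells. These helped to define clusters, Ms4a3 and Cox6a2 are markers of other classes, and their ratios are not read as results.

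Immune checkpoint ligands were examined in MA9-like cells. Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095, plus strand), which encodes PD-L1, rose from 2.71 to 7.83 CPM in bone marrow (2.89, 2.52–3.33) and from 24.03 to 46.0 CPM in spleen (1.91, 1.38–2.71). Classes from each cell's own markers gave 3.93 in bone marrow. Free RNA at the level above would give 52.3% of the Cd274 counted in BM-shPrmt9. The thinned share of MA9-like cells with a Cd274 UMI was 0.236% in BM-Ctrl and 0.847% in BM-shPrmt9, with 0 cells left out in each, and 13.9% and 27.5% unthinned. In erythroid-like cells the thinned share was 0.168% and 7.79%, with 66 and 176 shallower cells left out. Median depth was 58756 and 48032.5 UMIs in MA9-like and 5857 and 5352.5 UMIs in the ranked erythroid-like cells. The share of the control class itself rose, so it does not give a background level here, and no order is read from the MA9-like shares. Pdcd1lg2 had a ratio of 4.88 (3.77–6.39) in bone marrow. Among genes named singly, the bone marrow and spleen ratios in MA9-like cells were 1.93 (1.87–1.98) and 0.450 (0.358–0.568) for Birc5, 1.36 (1.27–1.45) and 0.750 (0.544–1.05) for Cgas, 1.47 and 1.56 for Samhd1, 0.808 and 0.894 for Creb1, 0.750 and 0.139 for Myc, 1.23 and 0.471 for Pabpc1, and 0.752 and 0.682 for Xrn2. Enpp1 had 4.87 in bone marrow.

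T cell activation was examined through single genes. Ifng (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892, plus strand) rose in T-like cells of bone marrow from 2 to 204 UMIs, or 1.56 to 231 CPM (148, 40.5–1232). Of the 204 UMIs 198, or 97.1%, came from 1 cell. Without the highest cell of each library 9.20 (1.12–423) remained, and classes from each cell's own markers reversed the direction (0.566). In spleen the ratio was 0.706 (0.541–0.923), with 61.0% of the Ifng UMIs of Spleen-Ctrl in 1 cell. Without the highest cell of each library it was 1.26 (0.859–1.87), so no direction is read in spleen. Gzmb had a ratio of 1.59 (1.34–1.89) in bone marrow, but 90.6% of its UMIs in BM-shPrmt9 came from 1 cell. Without the highest cells the direction reversed, with 231 and 26 UMIs and a ratio of 0.169 (0.108–0.255). The unthinned share of T-like cells with a UMI was 33.9% and 14.2% and the thinned share 12.6% and 3.36%, with 3 and 1 cells left out. In B-like cells the thinned share was 0.0873% and 0%, with 4 and 0 cells left out and median depths of 4764 and 8955 UMIs. The shares go against the CPM of all cells and with the CPM without the highest cells, so no rise of Gzmb is read. In spleen the Gzmb ratio was 1.04 (0.994–1.08), and 1.07 (1.02–1.12) without the highest cell of each library. The share of T-like cells with a UMI went the other way. It was 35.3% and 25.3% unthinned and 9.73% and 8.73% thinned, with 1 and 23 cells left out. These share ratios were 0.715 (0.643–0.795) and 0.898 (0.740–1.09), and the thinned share in B-like cells was 0.264% and 0.244%, at median depths of 6400 and 18550 UMIs and with 4 and 0 cells left out. No order is read in spleen. Cd69 rose 2.88-fold (2.47–3.37) in bone marrow and 4.25-fold (4.04–4.48) in spleen. Its thinned share was 18.6% and 34.5% in bone marrow and 7.72% and 27.3% in spleen, with 3, 1, 1 and 23 shallower cells left out, and unthinned it was 43.0%, 56.7%, 30.4% and 63.5%. In erythroid-like cells it was 0.168%, 0.188%, 1.21% and 0.509%. Median depth was 6191, 5960, 7067 and 8601.5 UMIs in T-like and 5857, 5352.5, 10778 and 12708 UMIs in erythroid-like cells.

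Lag3 rose 27.3-fold (11.3–86.1) in T-like cells of bone marrow and 68.9-fold (47.2–105) in spleen. Pdcd1 had 2.13 (1.54–2.95) and 1.16 (0.956–1.42), Ctla4 1.92 (1.34–2.77) and 1.45 (1.28–1.65), and Icos 0.515 (0.397–0.662) and 1.13 (1.04–1.22). The spleen values leave out the unnamed cluster 33, with 102 cells in Spleen-Ctrl and 0 in Spleen-shPrmt9. Icos and Ctla4 are among its leading genes. Over all cells of spleen the Ctla4 ratio was 1.06 (0.967–1.17), so no rise of Ctla4 or Icos is read in spleen. Havcr2 and Tigit had at most 16 UMIs in any library's T-like cells and are not compared.

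Cd44 (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665, minus strand) was found in 4.92% of thinned T-like cells of BM-Ctrl (9 of 183 cells) and 6.72% of BM-shPrmt9 (8 of 119 cells), a ratio of 1.37 (0.459–3.99). Unthinned, 38 of 186 (20.4%) and 30 of 120 cells had a UMI. The thinned share in erythroid-like cells was 0.670% and 1.41%, with 66 and 176 cells left out and median depths of 5857 and 5352.5 UMIs, against 6191 and 5960 UMIs in T-like cells, of which 3 and 1 were left out. A difference was not detectable at this depth. In spleen the CPM ratio was 1.255 (1.08–1.45). The thinned share of T-like cells there was 1.16% and 2.11%, a ratio of 1.82 (1.10–3.11). Unthinned, the share ratio was 1.36 (1.13–1.64). The thinned share in erythroid-like cells of spleen was 0.606% and 0.255%. Cd44-positive T-like cells thus made up a larger share of the cells named T-like in Spleen-shPrmt9. The unnamed cluster 33 was left out, and this share was not taken with it.

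Foxp3 (ENSMUSG00000039521, chromosome X, 7573644 to 7595245, plus strand), a marker of regulatory T cells, was compared among T-like cells of spleen with a Cd4 and no Cd8a UMI. After thinning, 0 of 115 cells of Spleen-Ctrl, which allows up to 2.61%, and 1 of 194 cells of Spleen-shPrmt9 (0.515%) had a UMI. In B-like cells these were 0 of 5687 and 0 of 1639. Median depth was 6036 and 6728.5 UMIs in these T-like and 6400 and 18550 UMIs in B-like cells, and 1 and 23 T-like and 4 and 0 B-like cells were left out as shallower. With these counts a ratio has no value, so the difference, 0.515 percentage points (−3.14 to 2.84), was taken after the counts had been seen. Unthinned, 4 of 466 (0.858%) and 7 of 813 cells (0.861%) had one. The result depended on cluster 33, whose 10 leading genes include Foxp3. It was left unnamed because most of its cells were called doublets, and only its remaining cells are counted here. With it, unthinned, 25 of 516 cells (4.84%) and 7 of 813 cells had a Foxp3 UMI, a difference of −3.98 percentage points (−6.72 to −1.39). In T-like cells of bone marrow 34 and 9 Foxp3 UMIs gave a CPM ratio of 0.385 (0.162–0.819), with 66.7% of the 9 UMIs in 1 cell.

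Antigen presentation was examined in DC-like cells. Cd86 (ENSMUSG00000022901, chromosome 16, 36603869 to 36666081, minus strand) rose from 60.9 to 222 CPM in bone marrow (3.65, 2.86–4.68; 164 and 55 cells), and 1.54-fold (1.27–1.87) in spleen. Classes from each cell's own markers reversed the bone marrow ratio (0.570). TMM factors shifted its log2 by 0.16. Plasmacytoid cells, marked by Siglech, were 85.98% and 45.5% of the DC-like cells of bone marrow, and in cells without a Siglech UMI (23 and 30 cells) the Cd86 ratio was 1.84 (1.35–2.55). Cd80 rose 10.96-fold (6.33–20.1) in bone marrow and had 1.15 (0.950–1.39) in spleen. H2-Ab1 went from 1431 to 2585 CPM in bone marrow (1.81, 1.70–1.92) and from 1404 to 559 CPM in spleen (0.398, 0.359–0.441). In monocyte/macrophage-like cells it had 2.74 (2.58–2.91) and 0.157 (0.131–0.188).

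The sex-linked genes differed between tissues. Over cells other than MA9-like ones, 4 Y-linked genes, such as Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629, minus strand), together had 0 UMIs among 50513437 in BM-Ctrl, which allows up to 0.0594 CPM, 1 UMI in BM-shPrmt9, and 215 and 159.6 CPM in Spleen-Ctrl and Spleen-shPrmt9. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, minus strand) had 19.8, 348, 0.152 and 0.0774 CPM. The spleen and bone marrow libraries of a group therefore differed in sex-linked transcripts as well as in tissue.

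**Figure D4:**
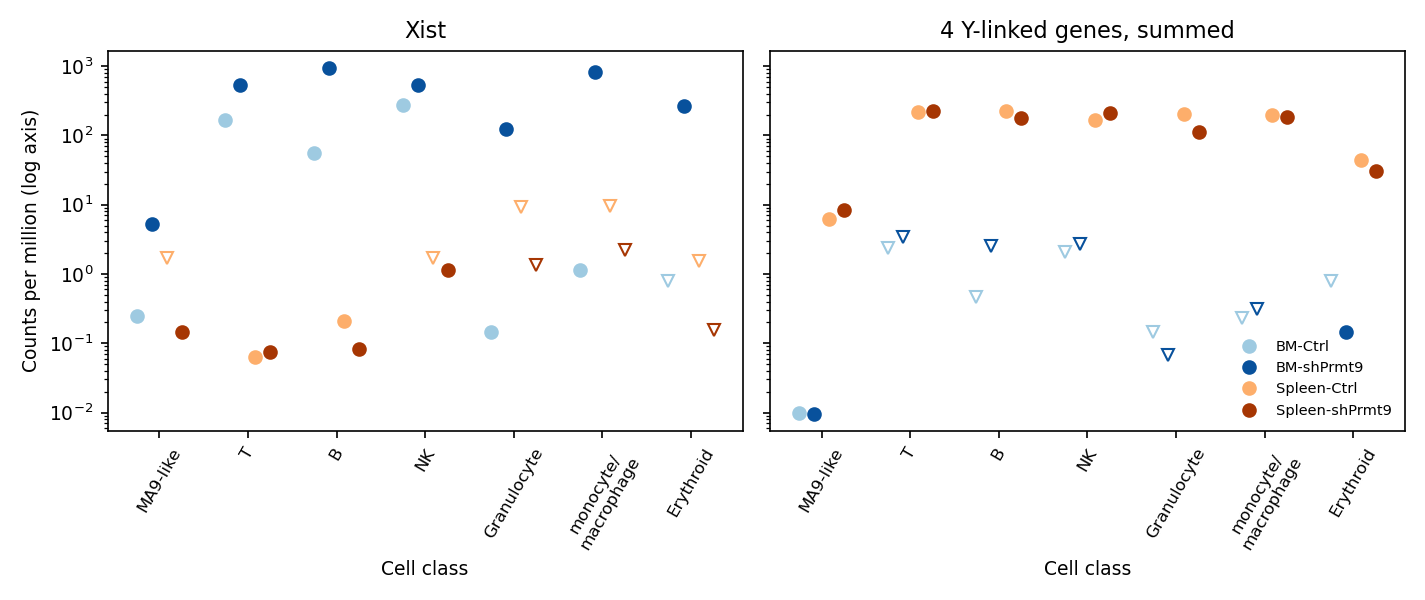
CPM of Xist and of 4 Y-linked genes summed, by library and class, on a log axis, where open triangles mark the level that a count of 0 allows. The bone marrow libraries carried Xist, at 19.8 and 348 CPM over cells other than MA9-like ones, and the spleen libraries Y-linked transcripts, at 215 and 159.6 CPM.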

Values the study reported

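The study reported 9,741 control and 11,291 Prmt9 knockdown cells in the bone marrow libraries. It counted 1,827 leukaemic cells in the control and 1,124 in the knockdown. It counted 249 T cells in the control bone marrow and 231 in the knockdown bone marrow. Among bone marrow DCs it counted 108 cells in the control and 57 in the knockdown.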

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

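Of the tests below, those of the plasmacytoid share of DC-like cells in spleen, of the few T-like cells with many proliferation UMIs and of the depth of MA9-like cells were set before their result was seen, and the others after. Each pattern was picked out because bone marrow and spleen moved in opposite ways, or because sex-linked genes, which no comparison used, gave a signal. Differences between the tissues were not tested. With 1 library per group, differences between single mice stay open for every pattern.

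The T-like share ratio was 0.564 in bone marrow and 1.69 in spleen. Naming and doublets did not account for the rise in spleen, since the lowest value over the alternatives was 1.45. The fall of B-like cells may account for it, because among cells other than B-like ones the ratio was 0.680, a fall as in bone marrow. Whether B-like cells were lost or other cells gained cannot be read from shares.

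The Ifng ratio in T-like cells was 148 in bone marrow and 0.706 in spleen. A single cell may be the cause of the bone marrow value, since it held 97.1% of the UMIs. The spleen value may rest on a single cell of Spleen-Ctrl in the same way, since without the highest cell of each library the ratio was 1.26 (0.859–1.87). Opposite directions in the tissues are therefore not read. What set these cells apart was not tested.

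H2-Ab1 had ratios of 1.81 and 0.398 in DC-like cells and of 2.74 and 0.157 in monocyte/macrophage-like cells, for bone marrow and spleen. Free RNA of the B-like cells, which were fewer in the shPrmt9 libraries, is unlikely to explain the fall in spleen, since the fall in T-like cells was 3.79% of that in DC-like cells. Another share of plasmacytoid cells is unlikely too, since few DC-like cells of spleen had a Siglech UMI (9.76% and 0%) and the ratio was 0.407 without them. The mix of other DC-like cells was not tested. In bone marrow this share may account for most of the rise in DC-like cells, since the ratio was 1.10 (1.01–1.21) without them. The rise in monocyte/macrophage-like cells has no such test and stays open. These cells came from clusters 9 and 10, with 656 and 61 cells in BM-Ctrl and 221 and 276 in BM-shPrmt9. The ratio within each cluster was not taken.

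Proliferation genes had median log2 ratios of 0.68 and −0.83 in MA9-like cells and 1.24 and −0.71 in T-like cells, for bone marrow and spleen. In T-like cells of BM-shPrmt9 a few cells may carry the rise, as 5 cells held 51.7% of the list's UMIs against 26.2% in BM-Ctrl, only just over the 50% set for this test. In MA9-like cells of bone marrow a ratio of 1.40 (1.33–1.47) of the list's summed UMIs remained after thinning, which gives cells equal weight. Thinning keeps the proportions within a cell, so this test cannot decide whether depth is a cause. The MA9-like clusters of the libraries differed, and 19 of 27 genes of the list took part in the clustering, so another makeup of the leukaemia stays open.

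Over cells other than MA9-like ones, Y-linked genes had 215 CPM in Spleen-Ctrl and 159.6 CPM in Spleen-shPrmt9, and Xist had 348 CPM in BM-shPrmt9. Low depth is not the reason for the missing Y-linked UMIs, since the Spleen-Ctrl level would have given 10855.5 in BM-Ctrl, where 0 were counted. The study states that 1 representative mouse per group gave both tissues. T-like, B-like and NK-like cells had 0 Y-linked UMIs in both bone marrow libraries, against 166 to 224 CPM in the spleen libraries. These values argue against 1 mouse for both tissues of a group, which may come from different mice. At the Spleen-shPrmt9 level, T-like cells of BM-shPrmt9 would have held 198 Y-linked UMIs, and 0 were counted. A mislabelled tissue is unlikely, since granulocyte-like cells were at least 44.5% of each bone marrow library and at most 2.80% of each spleen library. Any difference between the tissues above can therefore be one between mice.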

How the results depend on the processing

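Over 17 results and 149 alternatives, 120 stayed within the counting interval, 26 moved beyond it without reversing a direction that the interval had set apart from no change, and 3 reversed such a direction. Values whose interval included no change could switch sides besides these. Alternatives chosen after the data were seen were a pseudocount of 10 CPM in naming, cluster 29 as MA9-like, clusters of doublets named by their markers, Scrublet's own threshold, Ifng and Gzmb without the highest cells, the Foxp3 difference and its unthinned value with those clusters. The pseudocount of 10 CPM and cluster 29 as MA9-like were tried on the MA9-like shares only, not on gene or list values. Intervals of list medians and ratios cover counting error only, so a value within them says nothing about other mice. The cause was not tested except where stated.

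The MA9-like share was the least stable. In bone marrow (1.04) it became 0.944 with doublets kept, 0.777 with classes from each cell's own markers, 0.00158 with a pseudocount of 10 CPM, 1.13 with cluster 29 and 0.938 with Scrublet's own threshold, and only 4 of 8 alternatives stayed above 1. In spleen (6.96) it reversed to 0 with that pseudocount, because clusters 21 and 30 took another name, and was 3.44 with cluster 29. The T-like share in spleen (1.69) became 1.45 with doublets kept, 1.56 with each cell's own markers and 1.46 with Scrublet's own threshold. In bone marrow it stayed below 1 under all 7 alternatives, the lowest being 0.526.

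Classes from each cell's own markers reversed the Ifng ratio in T-like cells (0.566) and the Cd86 ratio in DC-like cells of bone marrow (0.570), moved Cd274 to 3.93 and Prmt9 in MA9-like over other cells to 1.05, and moved the ISG median of MA9-like cells of bone marrow to 1.94. The Ifng ratio was also 12.2 and 11.6 at Leiden resolutions 0.5 and 2, 15.97 as a mean over cells and 9.20 without the highest cells, and 1 cell carried it.

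As a mean over cells, Prmt9 in MA9-like over other cells became 1.46, and the ISG median of MA9-like cells 1.93 in bone marrow and 1.79 in spleen. Without the genes the study had shown, the ISG medians were 1.43 and 1.46 in MA9-like and 0.86 and 1.003 in T-like cells of bone marrow and spleen. That of MA9-like cells of bone marrow was 1.68 with doublets kept and 1.69 with Scrublet's own threshold. No ISG median changed direction over 10 alternatives each. Naming with a pseudocount of 10 CPM, which left 3 MA9-like cells in BM-shPrmt9 and 0 in Spleen-shPrmt9, was not among them.

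The Prmt9 ratios in MA9-like cells stayed below 1 under all 8 alternatives in each tissue, which did not include that naming. The Foxp3 difference moved to −3.98 percentage points unthinned with clusters of doublets named, and only 4 of its 11 alternatives kept its sign. Cd44 (0.992 to 2.43) and the stemness ranking (0.920 to 1.04) crossed 1 within their intervals, and counts of 9 and 8 Cd44-positive cells limit the former. A comparison of cells with red fluorescent protein UMIs had been chosen in advance and was not run, since 0 genes carry such a name. No paired analysis was possible because each group has 1 library.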

Other observations

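Of the tests below, those of free RNA over both classes and of T-like cluster 1 for the ISG list, of T-like cluster 1 and free RNA for Prmt9, of cluster 33 and of Cd86 were set before their result was seen, and the others after. Differences between single mice or leukaemia lines were not tested and stay open throughout.

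The ISG list was higher in each class and tissue compared. Stress during preparation is an unlikely cause in MA9-like cells of bone marrow, where the stress list had a median of −0.82, though 13 of its 15 genes took part in the clustering. In T-like cells of spleen the stress list rose too, by 0.30 (percentile 99.5 among random lists), so stress and a response cannot be told apart there. It also rose in plasma-like cells of spleen (0.99) and megakaryocyte-like cells of bone marrow (0.33). In granulocyte-like cells of bone marrow (0.01, percentile 99.7) and erythroid-like cells of spleen (−0.17, percentile 97.7) it lay above the central 95% of random lists. Stress stays possible in these classes too. The stress list did not behave alike elsewhere. It was lower in B-like cells of spleen (−0.52, percentile 2.87), and did not rise in MA9-like cells of spleen (−0.23), T-like cells of bone marrow (−0.04) or monocyte/macrophage-like cells of bone marrow (−0.02) and spleen (−0.12). These values lay within the central 95% of random lists, so they speak against stress there without excluding it. Another mix of T-like clusters is unlikely too, since within T-like cluster 1 the lower of the medians of both tissues was 1.58. In T-like cells, taking off free RNA left a median of at least 1.35. In MA9-like cells of bone marrow it left 0.82 of 1.76, so free RNA could carry a large part there, and up to all of Ifit1 and Ifit3. In T-like cells it could give at most 6.29% of the level of Isg15 in the shPrmt9 libraries. Over MA9-like and T-like cells together, the lowest corrected median was −1.95, in MA9-like cells of spleen. The transcripts used as foreign there were not foreign to those cells, so this median decides nothing. In MA9-like cells of Spleen-shPrmt9, Y-linked genes had 8.43 CPM, against 149 CPM over all its cells. Ifit1 had 185 against 346 CPM, Ifit3 66.8 against 253 and Irf7 458 against 300. These values argue against free RNA as the whole cause for Ifit1, Ifit3 and Irf7 there. Isg15 had 889 against 1741 CPM, but erythroid-like cells, with 30.4 CPM of Y-linked genes, held 5448 CPM of it. Ifi44 had 0.591 against 10.2 CPM. Both stay open, as does the list, which was not corrected at the Y-linked level. Sex is an unlikely cause in spleen, where both libraries carried Y-linked UMIs and the median in T-like cells was 1.47. In bone marrow neither library carried Y-linked UMIs beyond 0.0143 CPM, which speaks against a male beside a female mouse. It does not fix the sex of BM-Ctrl, whose granulocyte-like cells had 0.145 CPM of Xist, against 126 CPM in BM-shPrmt9. Xist differed 17.6-fold between these libraries over cells other than MA9-like ones. Another sex-linked makeup of the marrow and the hairpin can therefore not be told apart there. From these libraries alone, a response to the hairpin remains a hypothesis beside infection or another difference between mice. The study has other evidence, which was not examined here. It reports higher ISG levels in human leukaemia cells after PRMT9 knockdown, reversed by wild-type but not by catalytically dead PRMT9. It also reports that the knockdown's effect against leukaemia was abolished in mice lacking the type I interferon receptor.

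Prmt9 was also lower in T-like cells of Spleen-shPrmt9 (0.599), although the hairpin was placed in leukaemia cells. Another mix of clusters is unlikely as the whole cause, with a ratio of 0.682 (0.530–0.875) within cluster 1. Free RNA could carry 5.48% of the fall, and the median log2 ratio of all genes was −0.0531. Of the other Prmt genes there, Prmt7 (0.679) and Prmt3 (0.846) were lower, and Prmt5 (1.28) and Prmt2 (1.51) higher. The intervals of Carm1 (0.836, 0.676–1.04), Prmt1 (0.943) and Prmt6 (0.986) included 1. Prmt9 had the lowest ratio of these 8 genes. Whether host cells carried the hairpin was not tested.

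Prmt9 in MA9-like cells stood above all other cells of BM-Ctrl, which may reflect low Prmt9 in erythroid-like and granulocyte-like cells, since the ratio without them was 0.888.

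The direction of the MA9-like share of spleen depended on the naming of clusters and is not read. Under the names used here, the fall of B-like cells is unlikely to account for the whole ratio, since 2.80 (2.02–3.96) remained among other cells. In bone marrow the ratio among other cells was 0.911 (0.853–0.972), on the other side of 1 from the ratio over all cells. Clusters 21 and 30 were almost only in shPrmt9 libraries. They are unlikely to be host neutrophil progenitors, as their Xist reached 4.26% of the granulocyte-like level of BM-shPrmt9. Their name may still be at fault, since with a pseudocount of 10 CPM MA9-like cells were 0.0295% of BM-shPrmt9. Different leukaemia lines in the control and hairpin mice would also give separate clusters.

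In BM-Ctrl, 5642 non-lymphoid cells of 6 classes held 18 Xist UMIs, while T-like cells had 169 CPM. Low depth is not the reason, since the BM-shPrmt9 levels would have given 18226. An origin of these cells from MA9-like cells stays open. Donor and host cells of different sex were not tested.

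Cluster 33, with Foxp3 among its leading genes, had 102 cells in Spleen-Ctrl that were not called doublets. The cluster may still consist of doublets of T-like and B-like cells, as Cd79a and Cd79b reached 52.9% of the B-like level. Regulatory T cells among them cannot be excluded by this.

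Cd86 rose in DC-like cells of bone marrow. Among cells without a Siglech UMI the ratio was 1.84 (1.35–2.55), between no change and the value over all DC-like cells, so a change in mix and a change within cells cannot be told apart from 23 and 30 cells.

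The MA9-like cells of BM-shPrmt9 numbered 2006 here. That is higher than the value quoted from the study above. The T-like cells of BM-shPrmt9 numbered 120 here. That is lower than the value quoted from the study above. The DC-like cells of BM-Ctrl numbered 164 here. That is higher than the value quoted from the study above. Rebuilt names can give such differences. Leaving out doublets lowers counts, so it does not account for the higher ones.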
